A study of Mus musculus with 8 samples.

How the data were processed

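Poly(A)-enriched RNA from transfected Neuro2a cells was sequenced, per the labels' protocols. The labels list 8 samples, 4 that received an sgRNA plasmid together with a sadCas9-VP64 plasmid (CRISPRa) and 4 that received sadCas9-VP64 without an sgRNA (no sgRNA). The labels carry replicate numbers 1, 2, 3 and 5 for CRISPRa and 2, 3, 4 and 5 for no sgRNA. Each sample was assigned to its group from its title. The series' design text describes these samples as preliminary data of the study.

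The authors deposited a table of whole-number read counts per gene for 6 of these samples, CRISPRa replicates 2, 3 and 5 and no-sgRNA replicates 2, 3 and 4. Its layout is that of featureCounts, per the file headers, and the counts carry no normalisation. The same deposited table gives each gene's summed exon length in bases, which is not a measurement of a sample. The aligner, counter version, annotation, strandedness and treatment of multi-mapping reads are not stated in the labels or headers. Of the 55367 gene names in the table, 53365 also occur in GENCODE M21, and 52974 have the same chromosome, start and end there. Coordinates are therefore given on GRCm38, the build of that annotation, 1-based. Exons on more than 1 chromosome were listed for 7 genes.

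A further deposited table holds the authors' own comparison of 20581 genes over 8 samples. The labels list 8 samples, so this table was taken to include the 6 libraries with counts and is not independent of them. Its columns are those of a DESeq2 results table, per the file headers: a signal (the mean of size-factor-normalised counts), a log2 fold change with its standard error, a Wald score and a p-value with its adjusted form. The log2 values, the Wald score and the p-values in it are the authors' deposited values and were not recomputed. The version, design formula, filters and direction of the contrast are not stated. All 20 genes of the interferon list have a positive log2 fold change in it and are higher in the CRISPRa libraries of the count table, so its sign was read as CRISPRa against no sgRNA.

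The groups, the tests, the gene lists of sodium channel and interferon-stimulated genes, the rule for named genes and most of the alternatives were fixed before the data were examined. That plan assumed counts for all 8 samples. Counts of CRISPRa replicate 1 and no-sgRNA replicate 5 were not analysed here, so every fit uses the 6 libraries with counts, 3 per group. A planned fit with the submission batch of those 2 samples as a covariate could not be run for the same reason.

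The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) on the counts as deposited, with no covariate. Genes were filtered with filterByExpr at its defaults and libraries were scaled with trimmed mean of M-values (TMM) factors. P-values were adjusted with the Benjamini-Hochberg method over all 15117 genes tested, and a gene was called changed at an adjusted p under 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of F. Expression is given as TMM-normalised CPM, the count scaled to a common library size. The interferon list was tested with fry, a self-contained directional set test, on the same data. It is a model-based test, so the exact permutation p of the list's median over all splits of the libraries is given beside it. For Scn2a an exact two-sided permutation test of the mean CPM was added; with 3 libraries against 3 its smallest possible p is 0.1.

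The named genes are Scn2a, every tested gene with any part of its span within 1 Mb of the Scn2a span, every tested gene of the sodium channel list, and the 5 largest increases and 5 largest decreases; the values of some of these genes are not reported here, while counts over the lists include them. The last were taken among genes with an adjusted p under 0.05, a mean CPM of at least 1 and no overlap between the groups. Genes named outside this rule, such as single members of the interferon list, untested sodium channel genes, Cd68, Ifnz, Ifnb1, Vegfa, Adm, Ndufa4l2 and Gbe1, were chosen after their values were seen. Where every no-sgRNA library held at most 3 counts of a gene, the fold was computed against 3 counts and is a lower bound. Shared sequence was measured as the percentage of a gene's 50-base words in GENCODE M21 transcripts that also occur in transcripts of another gene.

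The alternatives were median-ratio (RLE), upper-quartile and library-size scaling, no filter beyond 1 count in total, a CPM of at least 1 in at least 4 libraries, DESeq2 1.42.0 without independent filtering, limma-voom (limma 3.58.1), each library left out in turn, adjusted p thresholds of 0.01 and 0.1, windows of 0.5 and 2 Mb, adjustment over a list alone, camera in place of fry, and removal of each library's gene-length trend (lowess, span 0.2). A filter on a mean CPM of at least 1 and the removal of each library's GC trend were added after the data were seen. The replicate number was also fitted as a block. The pairing comes from the replicate numbers in the sample titles, and nothing in the labels says that equal numbers share a culture or a day. Only the numbers 2 and 3 occur in both groups among the libraries with counts, so the block uses 4 libraries, and the same 4 libraries were also fitted without it. The block was further combined with the gene-length and the GC correction.

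The procedure was tested on simulated counts with the means and depths of the 6 libraries and 200 genes changed 2-fold or 4-fold in either direction. Smaller changes, such as that of Scn2a, were not simulated, so the share recovered does not apply to them. Of the 192 changed genes among the 15066 tested, edgeR called 167 (87.0%), and 8 of its 175 calls were false. With the block on 4 libraries, 165 of 191 changed genes were called, with 19 false calls among 15225 genes. False calls thus took a larger share of the calls than in the 6-library fit, so counts of changed genes with the block are a weaker check. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 served for annotation and figures.

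Total counts ranged from 29739422 to 34248514 per library. At these depths 3 counts correspond to 0.0871 to 0.101 CPM, which was taken as the smallest level a library can show. The floor covers counting error only, since the deposited counts do not identify independent molecules. The SDs printed with CPM values describe the spread between the libraries of a group.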

Results

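The study transfected Neuro2a cells, a mouse neuroblastoma line, with plasmids for CRISPR activation (CRISPRa). In this method a catalytically inactive Cas9 (here the Staphylococcus aureus enzyme, sadCas9) carries the transcriptional activator VP64 to a site chosen by a single guide RNA (sgRNA). The series is directed at Scn2a, which encodes a voltage-gated sodium channel subunit. CRISPRa cultures received 750 ng of sgRNA plasmid and 750 ng of sadCas9-VP64 plasmid, and control cultures received sadCas9-VP64 alone, per the labels, in an amount that is not stated. The position and sequence of the guide were not used here. Counts were analysed for 3 CRISPRa libraries and 3 no-sgRNA libraries of poly(A)-enriched RNA.

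Total counts in the CRISPRa libraries were 34248514 for replicate 2, 32535470 for replicate 3 and 32269399 for replicate 5. In the no-sgRNA libraries they were 30356308 for replicate 2, 29739422 for replicate 3 and 32377208 for replicate 4. The 10 most abundant genes took between 4.22% and 5.09% of the counts of a library, and TMM factors lay between 0.978 and 1.01. No pair of libraries within a group agreed within sampling noise. The chi-square per degree of freedom was 4.73 between CRISPRa replicates 2 and 3, against 17.1 and 15.7 between replicate 5 and each of them. In the no-sgRNA group it was 5.98 between replicates 2 and 3, against 16.6 and 14.1 between replicate 4 and each of them. Each group thus held a closer pair carrying the numbers 2 and 3, and the labels of these 6 samples give no batch. The remaining CRISPRa replicate 5 and no-sgRNA replicate 4 did not deviate together from their group means (correlation across 15117 genes, which are not independent replicates, -0.056). The first principal component of log2 CPM held 52.3% of the variance and separated the groups, with scores from -43.2 to -29.3 for CRISPRa and from 26.7 to 43.5 for no sgRNA.

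The first comparison asked whether the targeted gene was higher with the guide. Scn2a (chromosome 2, 65620771 to 65767447, plus strand, protein coding, GRCm38) had 267, 279 and 231 counts in CRISPRa replicates 2, 3 and 5. It had 190, 193 and 130 counts in no-sgRNA replicates 2, 3 and 4. The mean was 7.81 ± 0.714 CPM (SD, n = 3) with CRISPRa and 5.61 ± 1.31 CPM (SD, n = 3) without the guide. Every CRISPRa library lay above every no-sgRNA library, and the exact two-sided permutation test of the 2.19 CPM difference gave p = 0.1, the smallest p that 3 against 3 allows. In edgeR's quasi-likelihood test the log2 fold change was 0.48 (SE 0.19), a 1.39-fold difference, with a Benjamini-Hochberg adjusted p of 0.0899 over all tested genes. The difference did not pass the adjusted threshold of 0.05. Without adjustment the same model-based test gave 0.0218 for Scn2a, beside the exact permutation p of 0.1. Among the alternatives with all 6 libraries, removing each library's gene-length trend moved the log2 fold change most, to 0.37. Of the tested genes, 1571 had a larger log2 fold change than Scn2a, and 668 of these were changed. In the authors' deposited table, which covers 8 samples, Scn2a had a log2 fold change of 0.62 (SE 0.166) and an adjusted p of 0.00138. Of the 50-base words of Scn2a transcripts, 5.8% also occur in other genes, most of them in Scn1a.

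With the replicate number as a block on the 4 libraries numbered 2 and 3, the Scn2a log2 fold change was 0.36 (edgeR adjusted p 0.161). The same 4 libraries without the block gave 0.36 (adjusted p 0.172). Equal numbers did not deviate together. Across 15117 genes, the difference between replicates 2 and 3 in the CRISPRa group had a correlation of 0.0045 with that in the no-sgRNA group. The deviations of the libraries numbered 2 and of those numbered 3 from their group means had correlations of -0.0046 and -0.026.

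The sodium channel family was compared next, to see which members other than the target differed. Of the 13 listed genes, 7 passed the filter. Scn9a was changed, and it was the 1 gene of the list past the threshold over all tested genes. Adjusted over the list alone, 2 genes passed, Scn9a (adjusted p 0.0130) among them. Scn9a (chromosome 2, 66480080 to 66634962) had 49.5 ± 4.06 CPM with CRISPRa and 39.1 ± 3.33 CPM without the guide (SD, n = 3), a log2 fold change of 0.34 (SE 0.09, edgeR adjusted p 0.0159). In the authors' deposited table the adjusted p was 0.00516 for Scn9a. With the gene-length trend removed, Scn9a did not pass (log2 fold change 0.23, edgeR adjusted p 0.0668). The groups overlapped for Scn3a, Scn4a, Scn3b and Scn8a, with edgeR adjusted p-values from 0.180 to 0.946. Scn8a was at 53.3 ± 0.726 CPM with CRISPRa and 52.9 ± 5.41 CPM without the guide (SD, n = 3). With the replicate block the number of changed genes in the list was 2, again with Scn9a among them, at a pairing correlation of 0.0045 over the 4 libraries.

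Scn1a did not pass the filter, with 18, 4 and 26 counts in the CRISPRa libraries and 6, 2 and 4 in the no-sgRNA libraries. Scn7a had at most 8 counts and Scn11a at most 4 in any library. Scn2b, Scn4b and Scn10a had 0 counts in all 6 libraries, so their expression was not detectable at a floor of 0.0871 to 0.101 CPM.

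**Figure D1:**
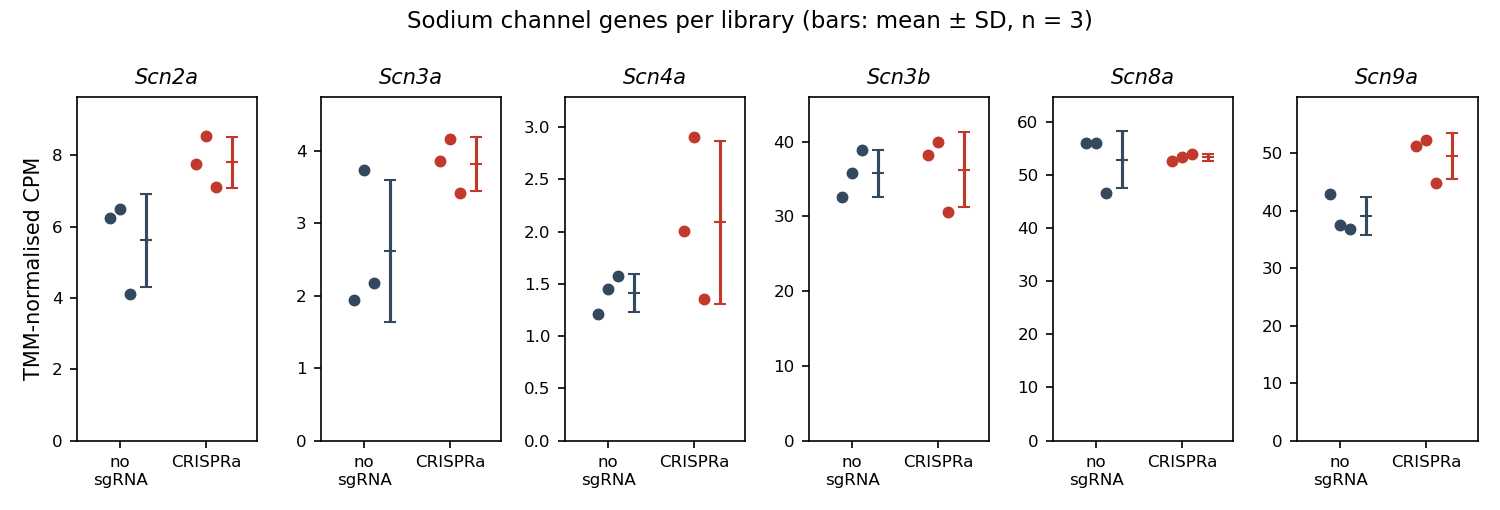
Each of 6 panels plots 1 sodium channel gene, with TMM-normalised CPM on the y axis starting at 0 and the no-sgRNA and CRISPRa groups on the x axis; points are single libraries and bars are the mean ± SD of 3 libraries. The CRISPRa points lie above all no-sgRNA points for Scn2a and Scn9a, and the groups overlap in the panels of Scn3a, Scn4a, Scn3b and Scn8a.

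Genes near the target were compared to see how far a difference extended along the chromosome. The count table holds 28 other genes with part of their span within 1 Mb of Scn2a, and 7 of them passed the filter. Their median log2 fold change was 0.34, and 6 of the 7 were higher with CRISPRa. Changed genes numbered 3, all higher, and 5 passed when the adjustment covered the window alone, 4 higher and Grb14 lower. Galnt3 (66082766 to 66124994) rose from 29.4 ± 3.50 to 44.8 ± 4.91 CPM (SD, n = 3), a log2 fold change of 0.61 (SE 0.10, edgeR adjusted p 0.000989). Csrnp3 (65845767 to 66031546), the tested gene next to Scn2a on its distal side, rose from 12.3 ± 1.93 to 17.2 ± 1.51 CPM (SD, n = 3), a log2 fold change of 0.48 (SE 0.13, edgeR adjusted p 0.0192). Scn9a, described with the sodium channel family, was the remaining changed gene. Scn3a (65457118 to 65567627), the tested neighbour on the proximal side, had a log2 fold change of 0.55 (SE 0.27, edgeR adjusted p 0.180), and its groups overlapped. Cobll1 (0.32, adjusted p 0.114), Ttc21b (0.14, adjusted p 0.256) and Grb14 (-0.47, adjusted p 0.106) did not pass. In the authors' deposited table Galnt3 had an adjusted p of 0.000265 and Csrnp3 of 0.0767. Annotated exons on the opposite strand cover 0.7% of Csrnp3 and 1.4% of Scn9a, and strand use in the counting is not stated. The replicate block left 2 changed genes in the window, with the same pairing correlation of 0.0045.

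**Figure D2:**
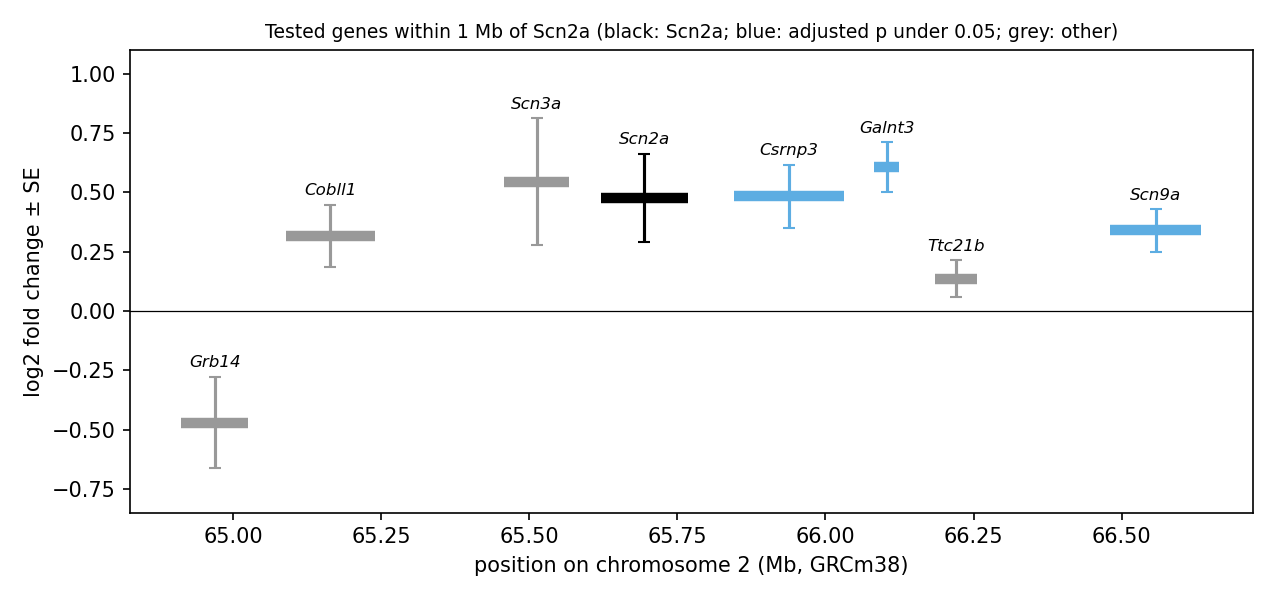
The x axis is the position on chromosome 2 in Mb (GRCm38) and the y axis the log2 fold change of CRISPRa against no sgRNA; horizontal bars are annotated gene spans, vertical bars are ± SE from edgeR's test on 3 against 3 libraries, black marks Scn2a, blue an adjusted p under 0.05 and grey the other genes. Galnt3, Csrnp3 and Scn9a are blue, at 0.61, 0.48 and 0.34, and Grb14 lies below 0 at -0.47.

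Across the transcriptome, 2829 of 15117 tested genes (18.7%) were changed, 1431 higher and 1398 lower with CRISPRa. At an unadjusted p under 0.05 there were 4725 genes. The median absolute log2 fold change of the changed genes was 0.42, and the median signed value over all tested genes was -0.0071. The groups did not overlap for 5508 genes (36.4%), where chance gives 10%. Of the changed genes, 321 differed at least 2-fold, 268 higher and 53 lower. At least 16-fold higher were 58 genes, and at least 4-fold lower were 3. An adjusted threshold of 0.01 moved the number of changed genes most, to 1417. With the replicate block, 3170 genes were changed, of which 2390 were among the 2829, and 281 changed at least 2-fold (4 libraries, pairing correlation 0.0045). The block fit made more false calls than the 6-library fit in the simulation, so its larger count does not show more changes. The authors' deposited table lists 3951 genes with an adjusted p under 0.05, 2045 higher and 1906 lower. Of these, 2589 were also changed in the 6 libraries, all with the same sign, and 240 of the 2829 were not past the threshold or not listed with a value in the authors' deposited table. The 8 samples of that table were taken to include these 6 libraries, so the shared genes and signs are not a separate check.

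**Figure D3:**
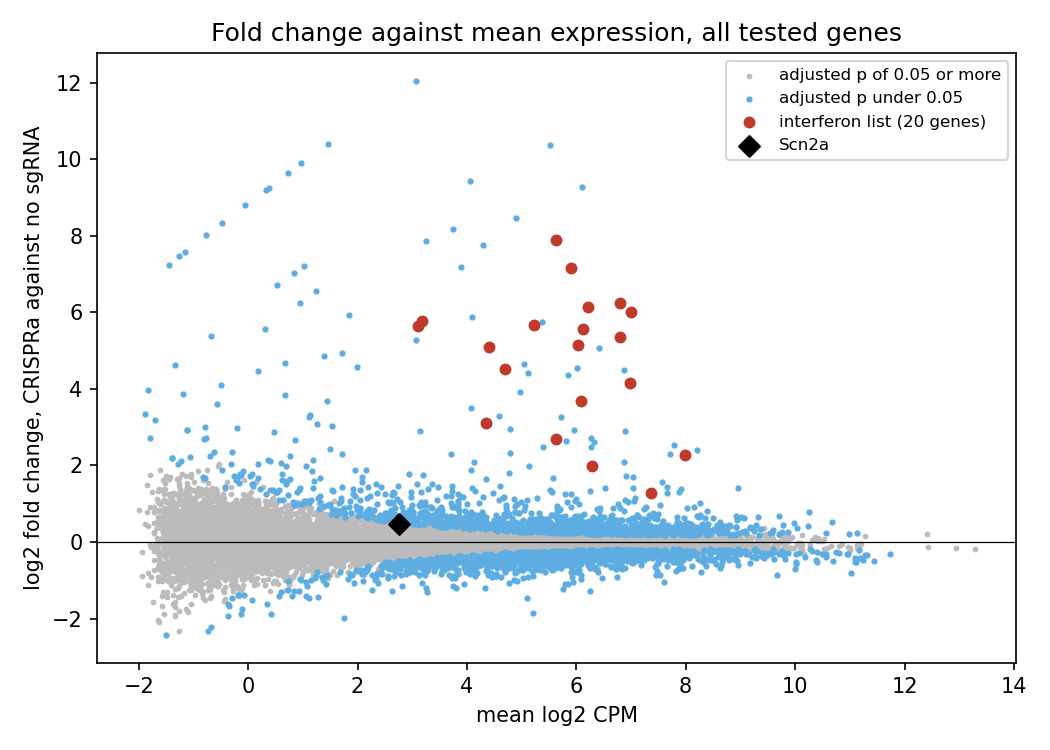
Each point is 1 of the 15117 tested genes, with mean log2 CPM on the x axis and the log2 fold change of CRISPRa against no sgRNA on the y axis; blue points have an adjusted p under 0.05, grey points do not, red points are the 20 interferon-list genes and the black diamond is Scn2a. Scn2a lies at 0.48 with an adjusted p of 0.0899, and all red points lie above 1.

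Ranked by fitted log2 fold change, the largest increases selected by the rule for named genes were Oas1g, Gm20559, Oas2, Tgtp2 and Zbp1. The ranking holds for fitted values only, since all of these but Oas2 had 0 counts in every no-sgRNA library. Oas1a of the interferon list, at 236-fold, exceeded each of the lower bounds given below. Oas1g (chromosome 5, 120876142 to 120887613) had 389, 496 and 755 counts in the CRISPRa libraries and 0 in every no-sgRNA library, at least 169-fold higher. Oas2 (chromosome 5, 120730333 to 120749853) had 2228, 2694 and 4150 counts against 4, 0 and 2, a log2 fold change of 10.37 (SE 0.39, edgeR adjusted p 2.97e-11). Gm20559 (chromosome 6, 3333194 to 3346128), Tgtp2 (chromosome 11, 49057194 to 49064206) and Zbp1 (chromosome 2, 173206612 to 173218923) had 0 counts in every no-sgRNA library. They were at least 53.7-fold, 37.9-fold and 31.7-fold higher with CRISPRa. The values of Oas1g and Tgtp2 are uncertain, because 45.7% of the 50-base words of Oas1g also occur elsewhere, mainly in Oas1a, and 86.6% of those of Tgtp2, mainly in Tgtp1. That of Gm20559 is uncertain too, since 5.5% of its words are shared and 7.0% of its exonic bases lie opposite another annotated gene.

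The largest decreases were smaller. Cilp (chromosome 9, 65265180 to 65280605) was at 1.34 ± 0.603 CPM with CRISPRa and 5.33 ± 0.743 CPM without the guide (SD, n = 3), a log2 fold change of -1.98 (SE 0.30, edgeR adjusted p 0.000367). Gm49503 (chromosome 15, 82229333 to 82233531) had a log2 fold change of -1.88 (edgeR adjusted p 0.00313). Selenbp1 (chromosome 3, 94933056 to 94944758) had 733, 720 and 159 counts against 1457, 1583 and 2298, a log2 fold change of -1.85 (edgeR adjusted p 0.00153). Its value is uncertain, as 46.3% of its 50-base words are shared, mainly with Selenbp2. Pld6 (chromosome 11, 59783897 to 59787645) had a log2 fold change of -1.62 (edgeR adjusted p 0.0155). It passed in all 13 alternatives with no single library left out, but in only 2 of the 6 fits that left out 1 library.

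A list of 20 interferon-stimulated genes was compared because the CRISPRa cultures had received an sgRNA plasmid that the labels do not list for the controls. All 20 passed the filter, were changed and were higher with CRISPRa, whether adjusted over all tested genes or over the list alone. The groups did not overlap for any of the 20, where chance gives 10%. The median log2 fold change was 5.25, from 1.29 for Trim25 to 7.88 for Oas1a. The model-based fry test gave p = 3.31e-06, and the exact two-sided permutation of the libraries gave p = 0.1 for the median, the smallest p that 3 against 3 allows. With the replicate block the median was 5.13 and the fry p 0.00143, at a pairing correlation of 0.0045. The list took 0.279% ± 0.0234 of all counts in the CRISPRa libraries and 0.0280% ± 0.00165 in the no-sgRNA libraries (SD, n = 3). Oasl2 stood at 250 ± 15.1 CPM against 3.85 ± 0.296 CPM (SD, n = 3), a log2 fold change of 6.02 (SE 0.09, edgeR adjusted p 2.08e-15). Isg15 stood at 238 ± 23.5 against 13.5 ± 1.79 CPM and Ifit1 at 216 ± 6.04 against 5.31 ± 0.780 CPM (SD, n = 3). Ddx58, which encodes the RNA sensor RIG-I, stood at 127 ± 5.93 against 9.76 ± 0.803 CPM (SD, n = 3). In the authors' deposited table all 20 genes had a positive log2 fold change. The direction of that table was read from these same genes, so their sign in it is not a separate check. Oas1a and Ifit3 share 57.6% and 51.2% of their 50-base words with other genes, so their values are uncertain, as is that of Rtp4, whose exons overlap another gene over 13.9% of their length.

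**Figure D4:**
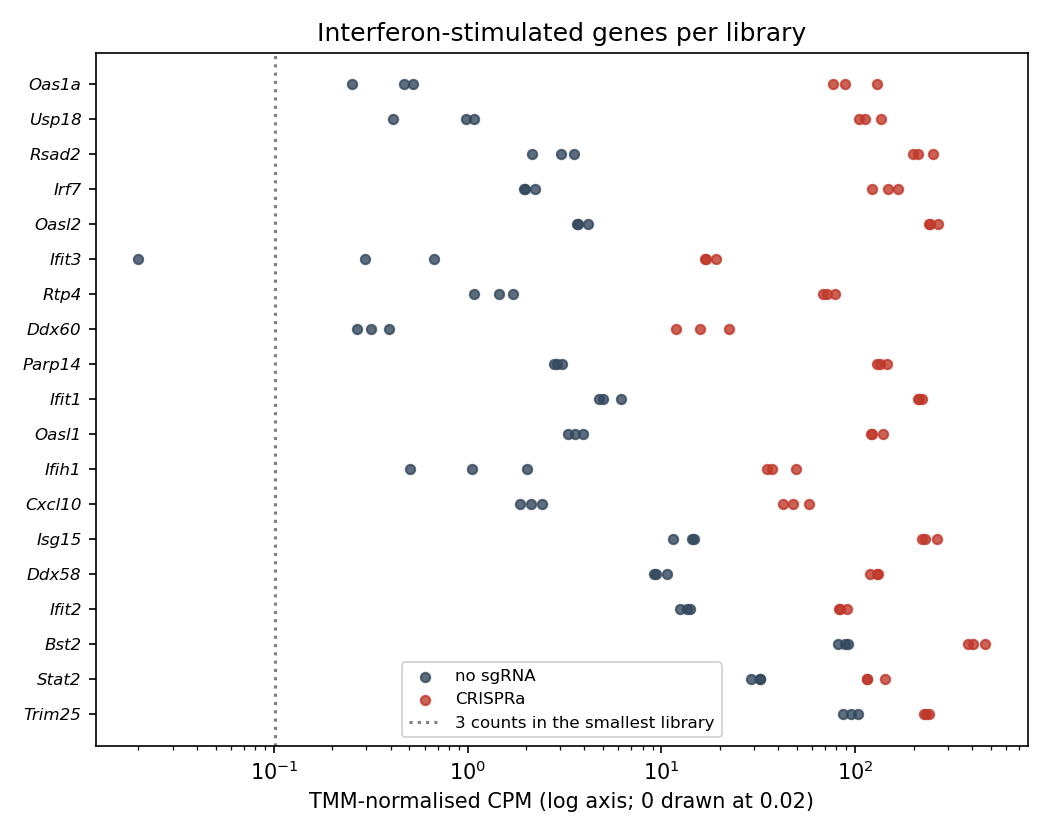
The x axis is TMM-normalised CPM on a log scale, with 0 drawn at 0.02, and each line of the y axis is 1 of 19 genes of the interferon list; red points are the 3 CRISPRa libraries, dark points the 3 no-sgRNA libraries, and the dotted line marks 3 counts in the smallest library (0.101 CPM). The red points lie to the right of all dark points for every gene drawn, with the widest gap for Oas1a and the narrowest for Trim25.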

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

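The test with independent filtering was chosen only after the results were seen. Scn2a drew attention because it passes an adjusted p of 0.05 in the authors' deposited table of 8 samples and does not in the test on the 6 libraries with counts.

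For Scn2a the adjusted p in the authors' deposited table is 0.00138 at a log2 fold change of 0.62, against 0.0899 at 0.48 in the 6 libraries, where 3 of 3 CRISPRa libraries lie above all controls. A difference between the tests was examined first. DESeq2 on the 6 libraries gave an adjusted p of 0.0718 without independent filtering and 0.0924 with its default filtering, so neither setting brought Scn2a past the threshold (over all its alternatives the adjusted p ran from 0.0542 to 0.291). The table covers 2 samples whose counts were not analysed here, and its design formula, filters and version are not stated, so either the samples or the settings may account for the difference, and neither was tested further. Corrections for GC content and gene length moved the estimate without removing it. The log2 fold change was 0.45 after the GC trend of each library was removed and 0.37 after the gene-length trend was removed, and Scn2a is long, with 12867 exonic bases against a median of 3927. Scn2a stood at the percentile 89.6 of the log2 fold changes of the 500 genes closest to it in expression, whose 5th and 95th percentiles were -0.61 and 0.72. It therefore lies inside the central 90% of such genes. A biological explanation, activation by the guide, cannot be told apart in these 6 libraries from the general spread of changes at this expression level.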

How the results depend on the processing

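The Scn2a increase kept its direction and stayed above an adjusted p of 0.05 in all 20 alternatives run for it. Its log2 fold change ran from 0.28, with the replicate block and the gene-length trend removed, to 0.59, without no-sgRNA replicate 3, and its adjusted p from 0.0542 to 0.291. The interferon list kept its direction and its side of the threshold in every alternative run for it, with medians from 5.11 to 5.50. A filter of at least 1 CPM in at least 4 libraries left 17 of its 20 genes.

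The number of changed genes stayed within 1.5 times of 2829 under other scalings, filters and tools, from 2788 (library size only) to 3124 (no filter). It was 1417 at an adjusted p under 0.01, where the threshold itself is the cause, and 3855 at 0.1. Leaving out 1 library gave from 1987 to 2518. Removing the gene-length trend gave 2868, of which 44.3% were higher, against 50.6% in the main test, and 2476 were shared. The number changed at least 2-fold ran from 216 (at least 1 CPM in at least 4 libraries) to 376 (no filter).

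Within 1 Mb of Scn2a, 5 genes, of which Grb14 was lower, passed when adjusted over the window alone, where fewer tests are corrected for. Leaving out 1 library gave from 1 to 3 genes, windows of 0.5 and 2 Mb gave 2 and 4, and the replicate block and the gene-length correction gave 2 each. Galnt3 passed in all 14 alternatives with no single library left out and in all 6 that left one out. Csrnp3 passed in 10 of 14 and 3 of 6.

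The sodium channel count rose from 1 to 2 with no filter, DESeq2, the GC trend removed, the replicate block, the block with either trend removed, the same 4 libraries unblocked, and adjustment over the list alone. Leaving out 1 library gave from 0 to 2, and in the fits at 0 there were 2 and 3 genes at an unadjusted p under 0.05. Scn9a passed in 13 of 14 alternatives and 2 of 6 that left out a library. It did not pass with the gene-length trend removed (log2 fold change 0.23, edgeR adjusted p 0.0668), so the count of 1 there was another gene. Without no-sgRNA replicate 3 the count of 1 was Scn3a (edgeR adjusted p 0.0461) and not Scn9a (0.0744). Without no-sgRNA replicate 4 the count of 1 was not Scn9a either (edgeR adjusted p 0.0586). The rise with the block alone came with the libraries used, as the same 4 libraries unblocked and the fit without CRISPRa replicate 5 also gave 2. The cause of the other moves was not tested.

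Among the named genes with values given here, signs reversed for Scn8a and Scn3b, both near 0. Scn8a was at -0.0804 with the replicate block, -0.0803 in the same libraries unblocked, -0.121 with the gene-length trend removed, -0.175 with both and -0.0759 with the block and the GC trend removed. With the gene-length trend removed, Scn3b was at -0.00065. Leaving out 1 library gave from -0.072 to 0.054 for Scn8a and from -0.047 to 0.14 for Scn3b. The reversal of Scn8a with the block came from the libraries left out, as the same 4 libraries unblocked and the fit without no-sgRNA replicate 4 alone (-0.072) also gave it. The cause of the other reversals was not tested. Of 259 values of 19 such genes other than Scn2a, 248 kept direction and side, 5 no longer passed, 0 newly passed and 6 reversed. Leaving out 1 library, 98 of 114 kept both, 11 no longer passed, 1 newly passed and 4 reversed.

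The fit with the submission batch was not run. Oas1g, Gm20559, Oas2, Tgtp2, Zbp1, Gm49503 and Pld6 have no value under the filter of at least 1 CPM in at least 4 libraries. Scn1a, with 2 to 26 counts per library, did not pass the filter of the main test.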

Other observations

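The tests of the interferon list against other splits, library size and plasmid amount, the test of gene runs around Scn2a, and the length and GC tests of the hypoxia list were chosen only after the results were seen. The hypoxia list was written after Adm, Ndufa4l2 and Gbe1 were seen among the lowered genes, and before the values of its own members were looked at. It was 1 of 2 lists tested in this way. The other list, whose genes are not reported here, was also lower with CRISPRa (18 of 20 genes, median log2 fold change -0.33), so a lowering was not particular to hypoxia-responsive genes. The symbol of 1 hypoxia gene was changed to that of the count table, Ero1l, after the list had been tested without it.

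The 6 libraries can be split into 3 against 3 in 10 ways. Of the 4 splits that part both pairs of equal replicate numbers, 1, the real one, gave as many changed genes, as many genes changed at least 2-fold, as many changed genes within 1 Mb of Scn2a, as many changed sodium channel genes and as large a median of the interferon list. The remaining 6 splits keep 1 or both pairs together, and among all 10 the count was also 1. All 9 other splits gave 0 changed genes, with 216 to 383 genes at an unadjusted p under 0.05, at most 1 in the window and at most 2 in the sodium channel list, and 0 of them gave an unadjusted p for Scn2a as small as the 0.0218 of the real split. The share cannot fall under 0.05 with so few splits, whatever the data, so the count of splits by itself neither supports nor rules out any of these results.

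The interferon list was raised far more than the target, with a median log2 fold change of 5.25 against 0.48 for Scn2a, and in 3 of 3 CRISPRa libraries. Immune cells or their RNA are an unlikely source, since 12 immune marker genes had a median of 0 CPM in the CRISPRa libraries and 0.0215 CPM in the controls. Only Cd68 reached 1 CPM, at 1.25 with CRISPRa and 1.00 without. Reads shared between paralogs do not carry the change, as the 15 list members with under 5% shared words had a median of 5.10. The median was 5.25 with the GC trend removed and 5.28 with the gene-length trend removed, and mean library size differed by a ratio of 1.07. The list had a median GC content of 48.2% and a median exonic length of 3851.5 bases. The medians of the tested genes with a value were close to these, at 49.8% and 3927 bases, so both corrections could move the list little. The largest absolute median in another split was 1.05. No rise in transcripts of the interferon genes themselves was seen in the counts of the CRISPRa libraries. Of 21 interferon genes in the table, 0 exceeded 3 counts in every CRISPRa library while staying at or under 3 in the controls. Ifnz was the 1 gene with any count, 8 in CRISPRa replicate 3, 2 in no-sgRNA replicate 2 and 0 in the other libraries. Ifnb1 had 0 counts in all 6 libraries and was not detectable at this depth. Sequence shared among the interferon genes was not measured, and the treatment of multi-mapping reads is not stated. Reads common to several of these genes may be missing from the counts, so their transcription is not excluded. By the labels, the comparison changes the guide and the presence of a second plasmid together. The amount of plasmid in the controls is not stated, nor whether filler plasmid was used. Of the 6 libraries, 0 are labelled as having a second plasmid and no targeting guide. A response to plasmid DNA or to guide RNA, and an effect of the targeted gene, may each be candidate explanations, and these data cannot tell them apart.

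The genes within 1 Mb of Scn2a had a mean log2 fold change of 0.28. This exceeded 91.6% of 14971 runs of 7 consecutive tested genes elsewhere, and 94.5% of 14852 runs without genes raised at least 4-fold. Both are under the 95% set as the mark, so a change spread over the neighbourhood was not shown, although Galnt3 passed in all alternatives run for it. Galnt3 may be a gene to look at again, and whether the guide or another change raised it was not tested.

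Adm, Ndufa4l2 and Gbe1 were among the lowered genes, and a list of 20 hypoxia-responsive genes without them was tested. Of these, 18 were lower, 14 changed and lower, and 1 changed and higher, Vegfa, with a median log2 fold change of -0.50. The model-based camera and fry tests gave p = 3.40e-06 and p = 0.0274 (6.80e-06 and 0.0480 adjusted over the 2 lists), and the exact permutation p of the median was 0.1, the smallest possible. The median was -0.48 with the gene-length trend removed and -0.47 with the GC trend removed, from -0.55 to -0.36 when 1 library was left out, and -0.27 with the replicate block (fry p 0.0983). Of the 4 splits that part both pairs, 1 gave a median as large. A lowering of these genes remains a hypothesis. A difference in culture conditions between the groups may be a candidate explanation and was not tested, and the pattern cannot be told apart from it.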
